A study of Mus musculus with 6 samples. Its data were reported in "Combinatorial effects on gene expression at the Lbx1/Fgf8 locus resolve split-hand/foot malformation type 3" (2023).

How the data were processed

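Limb buds of mouse embryos at stage E11.5 were profiled by droplet single-cell RNA-seq with 3′ end counting, 1 library per group, for 6 libraries from hindlimbs (C57BL/6 wild type, Dup, G4 wild type, Inv1) and forelimbs (G4 wild type, Inv1). Groups were taken from the limb, genotype and strain given in the sample labels. The tissue was dissociated with trypsin, and the libraries were single replicates processed jointly.

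The deposited values are raw UMI counts per gene and cell, which the authors made with Cell Ranger version 3 on a custom mouse reference of build mm9 (the submitters' processing notes also name mm10). The authors stated filters on detected genes, mitochondrial UMIs and Scrublet doublet scores, normalised each library with SCT, integrated the libraries by canonical correlation with Seurat, and named cell classes from Louvain clusters and marker genes, with Fgf8 and En1 for the AER. Those classes, as deposited with each cell, were used here. Because Fgf8 marked the AER while Inv1 lacks it, AER shares and values were also computed in clusters made without the locus genes. A pair of count matrices was used, 1 with the C57BL/6 pair (6944 cells) and 1 with the G4 and Inv1 hindlimbs and forelimbs (19542 cells). A second annotation made by the authors on hindlimb cells alone (12523 cells) served as an alternative, and 13 columns of per-sample values were not used. The lowest number of detected genes was 1989 in the first matrix and 1492 in the second, so the second held cells under the limit of 2000 that was applied here to both. This left out 4 and 43 cells of the C57BL/6 wild type and Dup, 451 and 508 of the G4 and Inv1 hindlimbs, and 222 and 367 of the G4 and Inv1 forelimbs. The matrices had 0 rows of mitochondrial genes, so no mitochondrial limit could be applied, and no doublets were removed beyond the authors' own step. The mitochondrial and doublet filters were therefore taken as the authors left them.

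Rows carry Ensembl identifiers. Of the 16687 genes of the G4 and Inv1 matrix, 15210 identifiers matched a symbol, 1468 had none and 9 had a symbol held by another identifier. The totals behind CPM were summed over the 15668 genes in both matrices, and genes found only in the G4 and Inv1 matrix, such as Fgf3, were read in G4 and Inv1 pairs alone. Coordinates of the locus genes are from an annotation of NCBIM37, the assembly behind mm9. The annotation release used for counting is not given in the sources used here, nor is whether strand was used, so counts of Dpcd and Fbxw4, whose annotated ends overlap, could share reads.

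For each library and class, UMIs were summed per gene and scaled to the total UMIs of the class, in counts-per-million (CPM). Sums have exact Poisson intervals, shares of cells exact Clopper-Pearson intervals, and ratios exact conditional binomial intervals, all at 95% and covering counting error only. Where 1 library had 0 UMIs, a lower bound of the fold was computed against a floor of 3 counts in that library, and no fold is given where both were at or under the floor. The ratio of ratios between Dup and Inv1 used a delta-method interval on log counts, with 0.5 counts added where a count was 0. No test between groups was run. Shares of cells with a UMI were repeated after thinning each cell to 4000 UMIs, leaving out shallower cells. Classes other than AER, dorso-ventral ectoderm, mesenchyme and muscle were read for the locus genes where both libraries held 30 or more cells.

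Lists of genes (15 lists, 148 genes, 1 without a row) were set for AER FGF genes, AER genes other than FGFs, myogenic genes, the 6 genes the study tied to muscle phenotypes, FGF/ERK feedback targets, Wnt/beta-catenin targets, NF-kB genes, BMP targets, p53 targets, proliferation, dissociation stress, Shh pathway, distal limb, proximal limb and chondrogenic genes. Members with a mean of 10 or more CPM over a pair were measured, 0.5 counts were added before the log2 ratio, and a median was given for 3 or more members, with an interval from 1000 Poisson redraws. Its percentile is among 10000 random lists of the same size matched on mean expression in 20 bins.

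Genes were named by a rule of size: among genes with a mean of 50 or more CPM over the pair, leaving out the 6 locus genes, haemoglobin, Xist and Y-linked genes, the 10 highest and 10 lowest log2 ratios with a pseudocount of 50 CPM in AER cells, and the 5 highest and lowest in mesenchyme and in muscle. For Inv1 the ratio had to have the same sign in both limbs and genes were ordered by the smaller of the 2. Locus genes, the 12 flanking genes and list members could also be named. The flanking sum without Npm3, Btrc per ectoderm cell, limb lists within finer mesenchyme classes and imprinted genes were read after seeing the data.

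Alternatives were a limit of 1000 or 3000 detected genes, a marker gate for AER cells (UMIs of 2 or more of 6 markers in epithelial classes), clusters made here with the locus genes, the mean over cells, median-of-ratios scaling over genes of 50 or more CPM in both libraries, CPM without ribosomal and haemoglobin genes, thinning, a list floor of 50 CPM, and a pseudocount of 10 CPM with a floor of 20 CPM for named genes. Added later were clusters made here without the locus genes, the second hindlimb annotation, a Scrublet run at a score of 0.2, and AER cells with UMIs of 10 or more of 16 mesenchyme markers left out. Clusters were made with scanpy from 2000 variable genes, 20 principal components and 15 neighbours by the Leiden method at resolution 2 (1 and 4 as alternatives). The rule that named the AER cluster, the most AER markers other than Fgf8 among its 50 top genes by fold with 10 CPM added, was set after seeing the data. It gave 41 cells in the C57BL/6 matrix, 39 of them in the deposited AER class, and 165 in the other, 163 of them in that class. At resolution 1 the C57BL/6 cluster held 112 cells, 73 of them dorso-ventral ectoderm.

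The procedures were tested on simulated counts drawn from the real means and depths, with 200 genes changed. Intervals of ratios covered the true value for 95.4% to 97.3% of genes over the 9 pairs and classes. In AER cells, a change of 2-fold had an interval that excluded 1 for 54% of 100 genes in the Dup pair (3091 genes simulated), 77% in the Inv1 hindlimb pair (2870) and 35% in the forelimb pair (3296), and a change of 4-fold for 93%, 97% and 81%. In mesenchyme and muscle it was 100% in each pair. All 20 genes named in each simulation were changed ones, but 20 were named in mesenchyme and muscle as well, where the rule names 5 per side. Real libraries also differ in ways that were not simulated, so this does not give the share of true names in the real data. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, igraph 0.11.9 and matplotlib 3.10.9.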

Results

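Single-cell RNA-seq was carried out on limb buds of mouse embryos at stage E11.5. At this stage the apical ectodermal ridge (AER), a thickened epithelium along the distal rim of the bud, drives outgrowth by secreting FGFs. The 6 libraries formed 6 groups of 1 library each: hindlimbs of C57BL/6 wild-type and homozygous Dup embryos, hindlimbs of G4 wild-type and homozygous Inv1 embryos, and forelimbs of G4 wild-type and homozygous Inv1 embryos. G4 is a hybrid mouse stem cell line from which the Inv1 embryos were derived. Dup is a tandem duplication that holds Lbx1, Btrc, Poll, Dpcd and Fbxw4. Inv1 is an inversion that breaks Fbxw4. By the paper it moves the AER enhancers of Fgf8 into the chromatin domain that holds Lbx1 and Btrc. Each mutant was compared with the wild type of its own background and limb, which gave 3 pairs.

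Cells with over 2000 detected genes were kept, 24891 of the 26486 cells in the tables. The C57BL/6 wild-type hindlimb kept 2249 cells (22.7 M UMIs, median 8480 per cell), the Dup hindlimb 4648 (35.0 M, median 6729), the G4 hindlimb 5606 (57 M, median 9110.5) and the Inv1 hindlimb 5947 (59.4 M, median 8960). In forelimbs, 2766 G4 cells (26.6 M UMIs, median 8411.5) and 3675 Inv1 cells (41.5 M, median 10102) were kept. Levels are the UMIs of a gene scaled to the total UMIs of the class, in counts-per-million (CPM). Ranges after levels, shares and ratios are exact 95% intervals (Poisson, Clopper-Pearson and conditional binomial), and they cover counting error only. As there was 1 library per group, no test within a limb was possible and no difference has a replicate check within its limb. A joint comparison of Inv1 with G4 over both limbs was not run.

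The libraries matched their labels for limb and, apart from Lbx1 over all cells of Dup, for the rearranged genes. Tbx5, the transcription factor of forelimb identity, was at 117 CPM in mesenchyme of the G4 forelimb and 81.3 CPM in the Inv1 forelimb, and between 0.330 and 1.07 CPM in the 4 hindlimb libraries. Pitx1, which specifies the hindlimb, was at 216 to 333 CPM in hindlimb mesenchyme and at 0.427 and 0.839 CPM in forelimb mesenchyme. Hoxc10, a posterior Hox gene, was at 33.9 to 125 CPM in hindlimbs and at 0 and 0.0280 CPM in forelimbs. Over all cells, Fgf8 was at 38.2 CPM in the G4 hindlimb against 1.83 CPM in Inv1, and at 9.32 CPM against 0.771 CPM in the forelimb pair. Xist, the RNA that silences an X chromosome, was at 331 and 317 CPM in the C57BL/6 wild-type and Dup libraries but at 0 to 0.413 CPM in the other 4. The Y-linked gene Eif2s3y was at 39.1 and 36.3 CPM in the C57BL/6 pair and at 0 to 0.225 CPM in the others. Of 3 further Y-linked genes, Kdm5d had 0 UMIs in these 4 libraries, while Uty was at 2.74 and 3.98 CPM in the G4 hindlimb and forelimb and 0.320 and 0.458 CPM in the Inv1 ones (17.5 and 12.2 CPM in the C57BL/6 pair), and Ddx3y at 1.39, 2.22, 0.606 and 0.458 CPM (37.3 and 34.2).

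The first comparison concerned the makeup of the limb buds. Mesenchyme made up 90.0% to 92.9% of cells in every library, and muscle cells 3.94% to 5.87%. AER cells were rare, with 16 of the C57BL/6 wild-type cells (0.711%, 0.407 to 1.15), 25 of the Dup cells (0.538%, 0.348 to 0.793), 33 of the G4 hindlimb cells (0.589%, 0.406 to 0.826) and 82 of the Inv1 hindlimb cells (1.38%, 1.10 to 1.71). In forelimbs there were 10 G4 AER cells (0.362%, 0.174 to 0.664) and 39 Inv1 AER cells (1.06%, 0.756 to 1.45). The AER share was thus higher in Inv1 than in its wild type, by 2.34 times in hindlimb (1.55 to 3.62) and 2.94 times in forelimb (1.44 to 6.59), while in Dup its ratio was 0.756 (0.388 to 1.52), which includes 1. The Dup ratio was 0.329 among cells with over 3000 genes and 1.68 in coarser clusters made from the counts. The 2 G4 and C57BL/6 wild-type hindlimbs gave an AER ratio of 0.827.

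Surface ectoderm and muscle also took different shares in Dup. Dorso-ventral ectoderm was 2.73 times its wild-type share in Dup (1.42 to 5.74), but the G4 wild type was likewise 2.33 times the C57BL/6 one (1.22 to 4.91). Muscle cells were at 0.689 of the wild-type share in Dup (0.549 to 0.868) and at 1.14 and 1.13 in Inv1 hindlimb and forelimb, and the ratio between the wild-type hindlimbs was 0.672. Within the C57BL/6 pair, mesenchyme of the autopod, the future hand or foot plate, held 31.6% of Dup cells against 14.5% of wild-type cells, and that of the stylopod, the proximal segment, 16.7% against 30.6%. Dissection, dissociation and droplet loading also set such shares.

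The locus lies on chromosome 19 (coordinates of NCBIM37). Lbx1 (ENSMUSG00000025216, 45307178 to 45310301) encodes a homeodomain factor of migrating muscle precursors. Btrc (ENSMUSG00000025217, 45438224 to 45607831) encodes the substrate-binding part of an SCF ubiquitin ligase. Poll (ENSMUSG00000025218, 45626765 to 45635021) encodes DNA polymerase lambda, Dpcd (ENSMUSG00000041035, 45635105 to 45652769) a protein linked to cilia, and Fbxw4 (ENSMUSG00000040913, 45652744 to 45734802) an F-box protein. The annotated ends of Dpcd and Fbxw4, which are on opposite strands, overlap. Fgf8 (ENSMUSG00000025219, 45811288 to 45817405) encodes a main AER growth factor, and 12 flanking genes from Slf2 (start 45005609) to Gbf1 (end 46360999) were read alongside.

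In AER cells of the Dup hindlimb, Lbx1 and Btrc were higher than in wild type by more than the factor of 2 that the copy number alone would give. Lbx1 was at 173 CPM (114 to 251, 27 UMIs) against 10.2 CPM (1.23 to 36.8, 2 UMIs), a ratio of 17.0 (4.27 to 147). Btrc was at 345 CPM against 61.0 CPM, a ratio of 5.66 (2.99 to 11.6). Higher too were Dpcd by 2.22 times (1.08 to 4.78) and Fbxw4 by 3.77 times (1.14 to 16), while Poll had 4 UMIs against 0, too few for an order. Fgf8, which lies outside the duplication, was lower, at 3371 CPM against 5453 CPM (ratio 0.618, 0.556 to 0.687). The paper reports no change of Fgf8 in Dup by in situ hybridisation. Between the G4 and C57BL/6 wild-type hindlimbs Fgf8 differed as well, by 1.34 times. With 1 library per group the lower level cannot be tied to the duplication. Of the 16 wild-type AER cells, 4 held UMIs of 10 or more of 16 mesenchyme markers, with a median of 23797 UMIs against 6681.5 in the other wild-type AER cells, and both wild-type Lbx1 UMIs lay in these 4 cells. Without them the Fgf8 ratio was 0.411, and among cells with over 3000 genes the order turned for Dpcd (0.908) and Fbxw4 (0).

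In AER cells of Inv1, Lbx1 and Btrc were far higher than in wild type and Fgf8 was nearly lost, in hindlimb and in forelimb. Lbx1 was at 197 CPM (165 to 234, 131 UMIs) in the Inv1 hindlimb against 0 UMIs in wild type, so at least 17.7-fold higher against a floor of 3 counts, and at 194 CPM (152 to 243) against 13.8 CPM (0.349 to 76.7, 1 UMI) in forelimb, a ratio of 14.1 (2.45 to 563). Btrc was at 2317 CPM against 108 CPM in hindlimb (ratio 21.5, 14.9 to 32.2) and at 2115 CPM against 68.8 CPM in forelimb (ratio 30.7, 13.1 to 94.9). Fgf8 was at 37.6 CPM against 7315 CPM in hindlimb (ratio 0.00514, 0.00332 to 0.00762) and at 10.3 CPM against 2574 CPM in forelimb (ratio 0.00401, 0.00108 to 0.0104). Npm3, a histone chaperone gene that neighbours Fgf8, was at 0.245 of wild type in hindlimb (0.172 to 0.346) and 0.322 in forelimb (0.183 to 0.580), but at 1.10 and 1.11 times wild type in mesenchyme. Dpcd had ratios of 1.11 (0.600 to 2.15) and 0.516 (0.221 to 1.34) and Fbxw4 of 1.34 (0.644 to 3.04) and 1.88 (0.267 to 81.4), intervals that include 1, and Poll had 10 UMIs against 3 in hindlimb (ratio 1.35, 0.348 to 7.64). The forelimb Dpcd ratio was 1.40 when AER cells were gated by markers, and the hindlimb Fbxw4 ratio was 3.58 among cells with over 3000 genes.

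**Figure D1:**
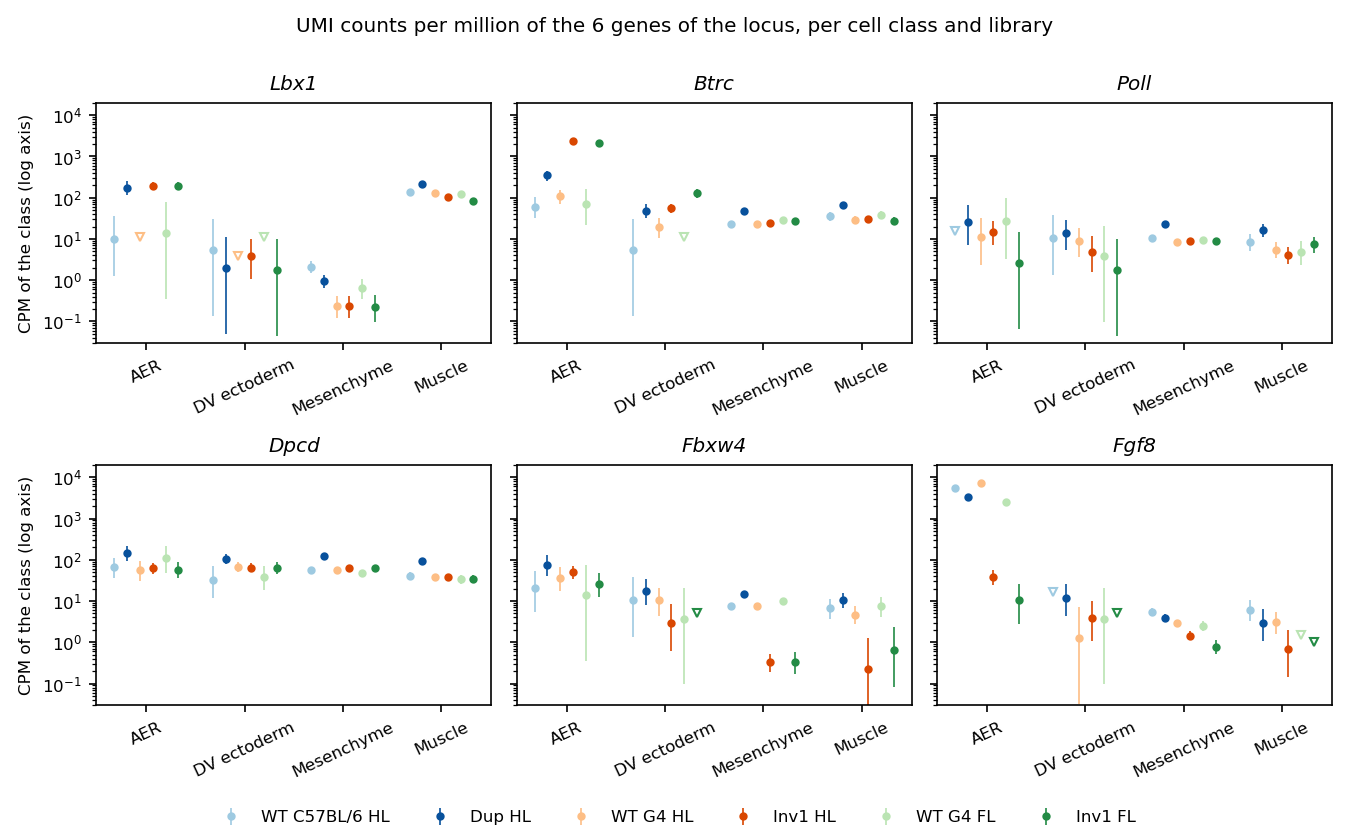
Levels (CPM, log axis) of the 6 locus genes in AER cells, dorso-ventral ectoderm, mesenchyme and muscle of the 6 libraries, with bars for 95% Poisson intervals and open triangles at the floor of 3 counts where no UMI was seen; some bars run past the lower edge. In AER cells Lbx1 sits at 173 to 197 CPM in the 3 mutant libraries, and Fgf8 at 37.6 and 10.3 CPM in the Inv1 libraries.

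The share of AER cells with a UMI showed how widely these genes were found. At least 1 Lbx1 UMI was found in 17 of 25 Dup AER cells (68.0%, 46.5 to 85.1), 54 of 82 Inv1 hindlimb cells (65.9%, 54.6 to 76.0) and 28 of 39 Inv1 forelimb cells (71.8%, 55.1 to 85.0). In the wild types it was found in 2 of 16 C57BL/6 cells (12.5%), 1 of 10 G4 forelimb cells (10.0%) and 0 of 33 G4 hindlimb cells (upper limit 10.6%). That limit is on cells with a UMI at this depth and not on cells that express Lbx1. In mesenchyme, which should lack Lbx1, the share lay between 0.223% and 1.63% over the 6 libraries. Median depths were 5691 to 9194 UMIs in AER cells and 6611 to 9807 in mesenchyme. With each cell thinned to 4000 UMIs the Lbx1 shares were 44.0% in Dup, 50% in the Inv1 hindlimb and 46.2% in the Inv1 forelimb. Btrc had a UMI in all 82 and all 39 Inv1 AER cells, against 57.6% and 20.0% in wild type, and in 19.6% to 27.8% of mesenchymal cells. Fgf8 was found in every wild-type and Dup AER cell but in 12 of 82 (14.6%, 7.80 to 24.2) and 4 of 39 (10.3%) Inv1 AER cells, or 6.10% and 2.56% after thinning, against 1.10% and 0.659% in Inv1 mesenchyme, or 0.799% and 0.300% after thinning.

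Other muscle genes did not accompany Lbx1 in the AER. In AER cells Lbx1 stood at 82.0% of its level in muscle cells of the same library in Dup (53.4 to 121), 194% in the Inv1 hindlimb (159 to 237) and 227% in the Inv1 forelimb (173 to 295). The 14 other muscle markers summed to 2.19%, 1.03% and 0.276% of their muscle level in these AER cells, and to 8.98%, 0.990% and 0.911% in the C57BL/6, G4 hindlimb and G4 forelimb wild types.

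A further question was whether both rearrangements led to the same misexpression. The Inv1 to Dup hindlimb ratio of Lbx1 was 1.14 (0.75 to 1.80), which includes 1, but it depended on how cells were chosen: 243 CPM in Inv1 against 105 CPM in Dup among cells with over 3000 genes, and 110.0 against 65.2 CPM with AER cells gated by markers. Btrc was 6.71 times higher in Inv1 than in Dup (5.11 to 8.97). Set against its own wild type, Btrc was raised 3.80 times more in Inv1 than in Dup (1.84 to 7.85). For Lbx1 that quotient was 7.70 with 0.5 counts added, but its interval, 0.360 to 165, gave no order. Strain differed between these pairs. Ranked by log2 ratio with a pseudocount of 50 CPM, Lbx1 was 1st and Btrc 2nd of 3103 genes in Dup AER cells. In Inv1, Btrc was 1st and Lbx1 3rd of 2878 genes in hindlimb and Lbx1 6th of 3303 in forelimb, and Fgf8 was last in both limbs.

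In mesenchyme of Dup, the duplicated genes other than Lbx1 lay near the factor of 2 of the copy number. The ratios were 1.99 for Btrc (1.78 to 2.21), 2.14 for Poll (1.83 to 2.52), 2.21 for Dpcd (2.07 to 2.37) and 2.04 for Fbxw4 (1.69 to 2.48). Their sum was 2.14 times wild type in mesenchyme (2.03 to 2.25) and 2.02 times in muscle (1.69 to 2.41), against 4.03 times in AER cells. In muscle cells, where Lbx1 is normally active, its ratio was 1.57 (1.35 to 1.83). In mesenchyme Lbx1 had 29 UMIs in Dup and 40 in wild type, a ratio of 0.448 (0.268 to 0.741). Dorso-ventral ectoderm had few cells, and Btrc was at 9.06 times wild type with a wide interval (1.48 to 372, 25 UMIs against 1). The 12 flanking genes summed to 1.01 times wild type in mesenchyme (0.983 to 1.03), 0.933 in muscle and 0.873 in AER cells (0.671 to 1.13).

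In Inv1, Fbxw4 was almost lost in mesenchyme and in muscle. In mesenchyme its ratio was 0.0432 in hindlimb (0.0249 to 0.0701, 17 UMIs against 386) and 0.0334 in forelimb (0.0170 to 0.0595, 12 against 235), and in muscle 0.0487 (1 UMI against 18) and 0.0896 (2 against 15). In dorso-ventral ectoderm of the hindlimb it had 3 UMIs against 8, a ratio of 0.286 whose interval includes 1 (0.0489 to 1.19). Btrc in mesenchyme was at 1.07 (0.990 to 1.16) and 0.952 (0.861 to 1.05) of wild type, so its gain was not seen there. In this ectoderm, the epithelium next to the AER, the summed Btrc level was higher, 2.85 times in hindlimb (1.59 to 5.42) and at least 11.2-fold in forelimb (72 UMIs against 0). In hindlimb the share of cells with a Btrc UMI was 22.1% against 20.3% in wild type, and 3 of the 95 Inv1 cells held 14, 9 and 8 of 56 UMIs. In forelimb 2 of the 45 cells held 30 and 12 of the 72 UMIs, against a mean of 21 in Inv1 AER cells of that limb, and own clusters placed 2 ectoderm cells of the G4 and Inv1 libraries with the AER. Lbx1 was lower in muscle cells of Inv1, at 0.785 (0.690 to 0.894) and 0.711 (0.594 to 0.851) of wild type. The 12 flanking genes summed to 1.04 (1.03 to 1.06) and 0.898 (0.880 to 0.917) of wild type in mesenchyme. In muscle they summed to 1.03 (0.972 to 1.08) and 0.793 (0.742 to 0.847). In AER cells they summed to 0.640 (0.535 to 0.767) and 0.631 (0.474 to 0.850), but without Npm3 the other 11 summed to 0.964 (0.769 to 1.21) and 0.786 (0.559 to 1.13) there. The few Fgf8 UMIs in mesenchyme were also fewer, at 0.501 (0.374 to 0.666) and 0.316 (0.194 to 0.504) of wild type.

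**Figure D2:**
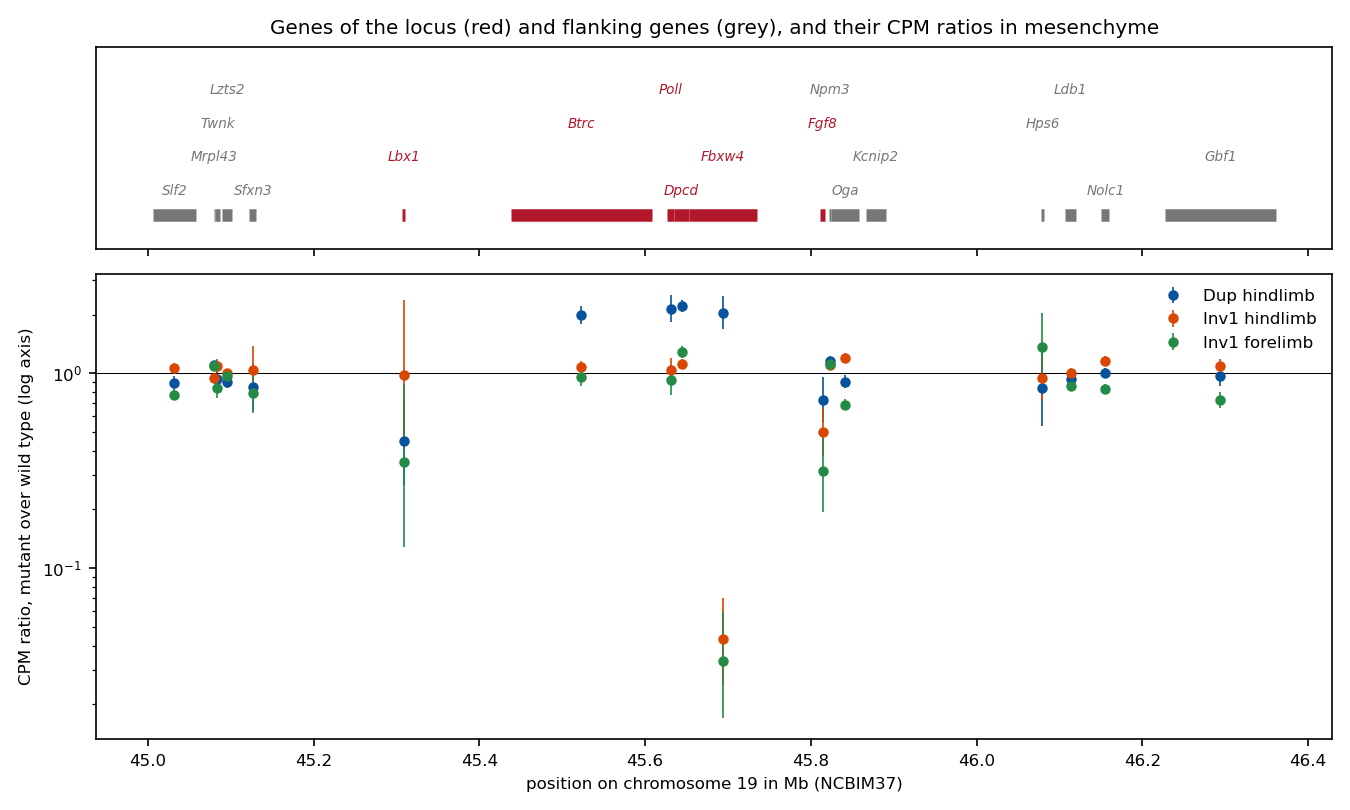
Map of chromosome 19 (NCBIM37) from Slf2 to Gbf1 with the 6 locus genes in red and flanking genes in grey, above the mesenchyme CPM ratio to wild type (log axis) of each gene in the 3 pairs, with 95% counting intervals; genes with 3 or fewer UMIs in both libraries are not drawn. The duplicated genes from Btrc to Fbxw4 lie near 2 in Dup, and Fbxw4 lies at 0.0432 and 0.0334 in Inv1.

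Gene lists fixed beforehand were then read in AER cells, each by its median log2 CPM ratio and the percentile of that median among 10000 matched random lists, which describes these libraries. In Dup, AER genes other than FGFs, among them the transcription factors and BMP ligands of the ridge, had a median of 0.28 (0.08 to 0.78, percentile 96.4), with 13 of 20 higher. En1, a ventral ectoderm factor, was at 2.83 times wild type (1.53 to 5.46) and the homeobox gene Msx2 at 2.11 times (1.36 to 3.33). Without the 4 wild-type cells that held mesenchyme markers this median was −0.44, so its direction rests on them. The p53 targets had a median of 0.89 (−0.20 to 1.42, percentile 99.0, 5 of 7 higher), with the cell cycle inhibitor Cdkn1a at 2.42 times wild type (1.19 to 5.15). Dissociation stress genes, which respond to enzymatic digestion, had a median of 0.46 in the same cells (0.17 to 0.82, percentile 97.8, 8 of 13 higher). Medians were 0.33 for FGF/ERK feedback targets (percentile 80.1, 7 of 9 higher), 0.22 for Wnt/beta-catenin targets (73.4, 5 of 7), 0.19 for BMP targets (78.5, 4 of 6), 0.04 for NF-kB genes (52.8, 3 of 3) and −0.20 for proliferation genes (18.8, 3 of 8). Of the AER FGF genes 2 were measured, Fgf4 at 0.914 (0.319 to 2.5) and Fgf9 at 1.26 of wild type.

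The muscle programme in AER cells was addressed with a pair of lists. Myogenic genes other than Lbx1 had a median of −0.52 in Dup (−2.48 to 0.33, percentile 13.3, 2 of 8 higher; −0.47 with genes at 0 UMIs set to the floor). Tnnt1, a troponin of slow muscle fibres, had 0 UMIs against 12, so was at least 3.18-fold lower. These values are set against C57BL/6 wild-type AER cells that held muscle RNA at 8.98% of its muscle level, and the G4 wild type was lower still against the same cells, with a median of −4.15 (−1.57 at the floor). In the Inv1 hindlimb 2 members were measured, and in forelimb the median was −0.30 (percentile 41.1, 0 of 3 higher). The 6 genes tied to muscle phenotypes by the study (Lbx1, Myog, Gab1, Rela, Mapk14 and Dnm2) were chosen on hindlimb cells of these samples. They are thus not independent evidence in hindlimb, but were chosen without the forelimbs. They had a median of 1.59 in Dup (0.57 to 3.32, percentile 99.96, 5 of 6 higher; 1.46 at the floor and 3.48 in own clusters made without the locus genes), 1.08 in the Inv1 hindlimb (0.12 to 2.40, percentile 99.6, 4 of 5 higher) and −1.34 in the Inv1 forelimb (−2.21 to 0.12, percentile 1.27, 1 of 5 higher). Apart from Lbx1 they rested on few UMIs: in Dup, Gab1 had 6 against 0, Dnm2 6 against 2, Mapk14 5 against 2, Rela 2 against 2 and Myog 2 against 3.

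In Inv1 AER cells the other ridge FGFs were higher. Fgf4, an AER growth factor that acts with Fgf8, had 205 UMIs against 0 in hindlimb (at least 27.7-fold higher) and 87 against 0 in forelimb (at least 5.44-fold higher). It was found in 52 of 82 and 25 of 39 Inv1 AER cells. The wild types differed too, as C57BL/6 AER cells held 11 Fgf4 UMIs. Fgf9 was 4.29 times wild type in hindlimb (2.67 to 7.27) and 2.14 times in forelimb (1.12 to 4.58), and Fgf3 had 39 UMIs against 0 in hindlimb (at least 5.27-fold higher) and 10 against 0 in forelimb. The AER FGF median was 3.53 in hindlimb (3.19 to 4.33, 4 of 4 higher; 2.24 with genes at 0 UMIs set to the floor) and 1.98 in forelimb (1.05 to 2.71, 3 of 3 higher; 1.03 at the floor).

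BMP and Wnt targets lay in opposite directions in the Inv1 hindlimb AER. BMP targets had a median of −0.72 (−1.23 to −0.50, percentile 0.01), with 0 of 6 higher, and the direct BMP response genes Id2, Id3 and Id1 were at 0.119, 0.382 and 0.522 of wild type. In forelimb the median was −0.18 (percentile 26.6), and Id1 and Id3 were at 1.15 and 1.40. Wnt/beta-catenin targets had a median of 0.61 in hindlimb (0.06 to 1.02, percentile 99.97, 6 of 9 higher), with the cyclin gene Ccnd1 at 4.57 times wild type (2.65 to 8.56) and the feedback inhibitor Axin2 at 2.98 times (1.91 to 4.89), and of 0.06 in forelimb (percentile 83.9; −0.14 at the floor). AER genes other than FGFs had medians of −0.27 in hindlimb (−0.48 to 0.03, percentile 1.34, 9 of 20 higher) and −0.07 in forelimb (64.4, 7 of 20). In hindlimb, Dlx2 (0.315, 0.227 to 0.435), Msx2 (0.416) and En1 (0.438), homeobox genes of the ridge and ventral ectoderm, were lower, and Bmp4 was higher (1.69, 1.38 to 2.07).

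The remaining medians in Inv1 AER cells, in hindlimb and forelimb, were −0.28 and −0.35 for FGF/ERK feedback targets (percentiles 11.1 and 58.1), 0.42 and −0.36 for NF-kB genes (80.5 and 64.5), −0.05 and −0.20 for p53 targets (51.7 and 71.0), −0.19 and 0.23 for proliferation genes (19.1 and 95.1) and 0.28 and −0.19 for dissociation stress genes (98.1 and 58.7). With genes at 0 UMIs set to the floor, the forelimb median of the proliferation genes was 0.07. The forelimb pair rested on 10 wild-type AER cells.

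**Figure D3:**
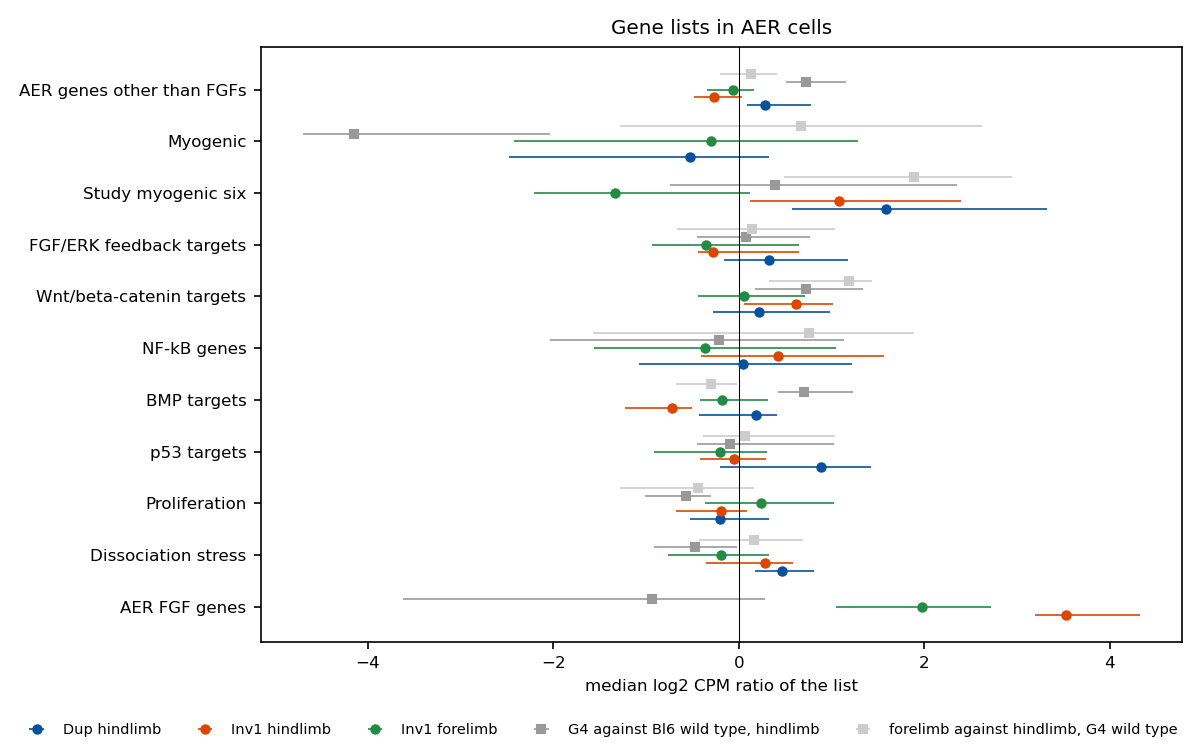
Median log2 CPM ratio of each gene list in AER cells for the 3 mutant pairs (circles) and the 2 wild-type pairs (grey squares), with counting intervals. The AER FGF genes lie at 3.53 and 1.98 in Inv1 hindlimb and forelimb, and several wild-type medians lie as far from 0 as the mutant ones.

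By the size rule, the genes outside the locus named as highest in Dup AER cells were Clu, Meg3, Cxcl14, 2010106G01Rik, Ntf5, Sgk3, Krt5, Sdc4, Ptpla and Snap91. Clu, a secreted chaperone, was at 9.43 times wild type (3.32 to 36.8), Meg3, an imprinted noncoding RNA, at 5.41 times (2.68 to 12.1) and Krt5, a keratin of basal epithelium, at 3.91 times (1.79 to 9.42). Krt5 was likewise 3.65 times higher in G4 than in C57BL/6 wild-type AER cells. The lowest were Ebf1, Cyp26b1, Sfrp2, Hoxd11, Gsc, Limd2, Nnat, Crabp2, Lgals1 and Cdkn1c. Ebf1 was at 0.0754 of wild type (0.0151 to 0.234), and Cyp26b1, which degrades retinoic acid, had 0 UMIs against 26. Ebf1 also had 0 UMIs in G4 wild-type AER cells against 50 in C57BL/6 ones. The median of these 10 was −1.59, and −0.37 without the 4 wild-type cells that held mesenchyme markers.

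In Inv1 AER cells the genes named as highest in both limbs were Fgf4, Cxcl14, Fzd10, Aox3, Fkbp11, Fgf9, Egr1, Copb1, Tril and Sulf1. Cxcl14, a chemokine of epithelia, was at 5.27 times wild type in hindlimb (3.22 to 9.21) and 5.11 times in forelimb (2.65 to 11.3), and the Wnt receptor Fzd10 at 3.38 and 4.05 times. The lowest were Peg3, Npm3, Zfp503, Skil, Dkk1, Rnf121, ENSMUSG00000096768, Zim1, Rbmxrt and Atp2b1. The imprinted gene Peg3 was at 0.367 and 0.303 of wild type, Skil, an antagonist of TGF-beta signalling, at 0.338 and 0.290, and the Wnt antagonist Dkk1 at 0.195 and 0.429. Cxcl14 was thus named as higher in all 3 pairs.

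In mesenchyme, the tissue that receives the FGFs of the ridge, distal limb genes were higher and proximal ones lower in Dup, along with the larger share of autopod and smaller share of stylopod cells. Distal limb genes had a median of 0.36 (percentile 100, 8 of 11 higher), with Hoxd13, a digit patterning gene, at 1.91 times wild type. All 7 proximal limb genes were lower (median −1.01, percentile 0), with Meis1 at 0.290 and Meis2 at 0.326, and so were all 7 chondrogenic genes (median −0.70, percentile 0), with Sox9, the master regulator of cartilage, at 0.563. Within autopod, zeugopod (middle segment) and stylopod mesenchyme, read after these values were seen, the distal medians were −0.12, 0.11 and 0.06, the proximal ones −0.98, −0.78 and −0.62 and the chondrogenic ones −0.09, −0.27 and −0.35. The G4 hindlimb, set against the same C57BL/6 wild type, differed in the same directions, at 0.51, −0.88 and −0.63. FGF/ERK feedback targets had a median of −0.27 (−0.35 to −0.15, percentile 0.72, 6 of 8 lower), with Dusp6 at 0.738 and Etv4 at 1.29, and −0.0599 with a list floor of 50 CPM. Dissociation stress genes were higher in the same cells (0.63, percentile 100, 11 of 12), and Fos and Jun, which belong to that response, were among the 5 highest genes at 3.19 and 1.91 times wild type, with Hoxd13, Ier2 and Cyr61. The 5 lowest were Meis2, Itm2a, Pkdcc, Sfrp1 and Fibin. The p53 targets had a median of −0.11 (percentile 30.7) and proliferation genes of 0.06 (88.2).

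In Inv1 mesenchyme, Shh was lower in both limbs, and proximal and chondrogenic genes were too, by no more than wild types differed. Proximal limb genes had medians of −0.44 in hindlimb (percentile 0, 7 of 7 lower) and −0.61 in forelimb (0.87, 3 of 3 lower), chondrogenic genes of −0.12 (0.23, 5 of 6 lower) and −0.69 (0, 6 of 6 lower), and distal limb genes of −0.04 (6.4) and −0.25 (7.0). Between the wild-type hindlimbs and between the wild-type limbs, proximal medians were −0.88 and −1.08 and chondrogenic ones −0.63 and 1.07. Shh, the signal of the posterior limb bud that AER FGFs maintain, was at 0.495 of wild type in hindlimb (0.418 to 0.586) and 0.412 in forelimb (0.260 to 0.644), against 0.752 in Dup. Its antagonist and target Hhip was at 3.02 times wild type in hindlimb (2.34 to 3.93) and 1.19 times in forelimb, and of the Shh pathway list 2 of 5 members were measured in each pair, too few for a median. FGF/ERK feedback targets had medians of −0.12 in hindlimb (percentile 0.03, 5 of 9 lower) and −0.35 in forelimb (12.0, 7 of 9 lower), with Dusp6, a feedback phosphatase of ERK, at 0.779 and 0.703 and Spry2 at 1.25 and 1.24. With a list floor of 50 CPM the hindlimb median turned to 0.18. The medians were −0.14 and −0.43 for p53 targets (percentiles 0.11 and 6.0), 0.13 and −0.22 for proliferation genes (98.9 and 10.1), and 0.32 and 0.35 for dissociation stress genes (both 100).

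The 5 highest genes named in Inv1 mesenchyme were H19, Cxcl14, Gas2, Ier2 and Jun, and the 5 lowest ENSMUSG00000096768, Asb4, Lix1, Shox2 and Peg10. H19, an imprinted noncoding RNA, was at 3.69 times wild type in hindlimb (3.59 to 3.80) and 2.45 times in forelimb (2.38 to 2.52), but the G4 wild-type hindlimb was itself at 0.202 of the C57BL/6 one, and Shox2, needed for the proximal limb skeleton, was at 0.737 and 0.654.

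In muscle cells of the 3 mutants Pax3, the gene of muscle precursors, was lower and the sarcomere gene Actc1 higher. The myogenic list had medians of 0.34 in Dup (percentile 100, 14 of 22 higher) and 0.33 in the Inv1 hindlimb (100, 16 of 22). In the Inv1 forelimb it was 0.17 (99.9, 14 of 23), where the interval spans 0 up to 0.28. Between wild types, which differ in strain or limb, it was 0.34 and 0.70. The mutant medians are thus within the spread between unmodified libraries. Pax3 was at 0.564, 0.627 and 0.5 of wild type, and Actc1 at 1.80, 1.90 and 2.20 times. Proliferation genes had medians of 0.01, 0.10 and −0.33, and dissociation stress genes of 0.96, 0.46 and 0.33. In Dup the highest were Jun, Fos, Acta2, Rhob and Id1 and the lowest Gm10076, Ptn, Meox2, Rps29 and Pax3. In Inv1 the highest were H19, Myl4, Tnnc2, Myl1 and Myh3, 4 of them genes of the contractile apparatus, with Myl4 at 3.59 and 11 times wild type, and the lowest ENSMUSG00000096768, Tcf15, Tkt, Ptn and Arxes2.

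Comparisons between wild-type libraries gave a rough scale for these differences. The wild-type hindlimbs differed in strain and the G4 wild types in limb, which the mutant pairs did not, so this scale holds such differences too. In AER cells the SD of log2 ratios over genes was 0.41 in Dup, 0.30 in the Inv1 hindlimb and 0.48 in the Inv1 forelimb, against 0.45 between the G4 and C57BL/6 hindlimbs and 0.55 between the G4 forelimb and hindlimb. In mesenchyme it was 0.13, 0.10 and 0.20 against 0.23 and 0.31. Fgf8 in AER cells differed 1.34 times between the wild-type hindlimbs (1.24 to 1.45) and was at 0.352 in forelimb against hindlimb (0.301 to 0.409). Btrc had ratios of 1.76 (0.873 to 3.80) and 0.639 (0.193 to 1.67) in these pairs, below its mutant ratios of 5.66, 21.5 and 30.7. Among the AER lists, AER genes other than FGFs (0.73), Wnt/beta-catenin targets (0.73 and 1.19) and BMP targets (0.70 and −0.30) also differed between wild types. The 6 genes of the study differed between the G4 limbs (1.89), while their 0.39 between the hindlimbs had an interval that includes 0 (−0.74 to 2.35). Between the hindlimbs, myogenic (−4.15), proliferation (−0.57) and dissociation stress genes (−0.47) differed too. Medians of the sizes that differed are thus within the spread between unmodified libraries. As strain or limb adds to that spread, this neither shows nor excludes an effect of the rearrangements. The AER FGF median was −0.94 between the wild-type hindlimbs (−3.62 to 0.28), and the lower of these, G4, is also the library that the Inv1 hindlimb was set against.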

Values the study reported

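The study kept cells with more than 2000 detected genes and with mitochondrial UMIs under 10%, and removed cells whose Scrublet score exceeded 0.2. It placed Lbx1 within the top 3 genes raised in the AER of both mutants. Its search for enriched terms used the 200 genes raised most in AER cells of each mutant hindlimb.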

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

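No explanation was tested in this part, and no test in it was chosen after a result had been seen. The direction of the proliferation genes differed between the limbs of Inv1. In mesenchyme their median log2 ratio to wild type was 0.13 in hindlimb (0.10 to 0.17) and −0.22 in forelimb (−0.26 to −0.18). In muscle cells it was 0.10 in hindlimb (0.04 to 0.19) and −0.33 in forelimb (−0.53 to −0.23). Among matched random lists these medians were at percentiles 98.9 and 10.1 in mesenchyme and 92.1 and 7.05 in muscle. The G4 forelimb, which the forelimb values were set against, was itself above the G4 hindlimb by 0.24 in mesenchyme and 0.19 in muscle. In AER cells the order was the other way, at −0.19 in hindlimb and 0.23 in forelimb (percentiles 19.1 and 95.1), with intervals that include 0. The forelimb value in AER cells was 0.07 with genes at 0 UMIs set to the floor. With 1 library per group the difference between the limbs was not tested. Dissociation stress genes were higher in Inv1 in both limbs and both classes.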

How the results depend on the processing

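The 159 values were recomputed one choice at a time, which gave 724 values under alternatives: 655 stayed within the counting interval or the limit set for counts, 62 lay outside it (21 of them not main answers) and 7 reversed. The choices and gene lists were set before the data were examined, except for the second hindlimb annotation, own clusters without the locus genes, the Scrublet run, the removal of mixed AER cells and the rule that names the AER cluster in all own clusters, which were chosen after seeing the data. AER classes held 10 to 82 cells per library. Cells over 1000 genes, the Scrublet run, the second hindlimb annotation, median-of-ratios scaling and own clusters with the locus genes kept every value they gave; that scaling moved the median gene by over 0.1 on the log2 scale only in dorso-ventral ectoderm of the wild-type hindlimbs (−0.13). Leaving doublet removal out equals the values reported, and no mitochondrial limit applied. The Lbx1 ratio of the Inv1 hindlimb and its ratio of ratios by the mean over cells have no value, as wild type had 0 UMIs. No paired analysis was run, as no result comes from a test. The limbs of the G4 and Inv1 libraries could have served as pairs but were not used in that way. For what follows the cause was not tested.

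With cells over 3000 genes, AER Lbx1 was at 105 CPM in Dup and 243 CPM in the Inv1 hindlimb, the Dup ratios reversed for Dpcd (0.908) and Fbxw4 (0) and were 0.742 for Fgf8 and 0.329 for the AER share, and the Inv1 hindlimb ratios were 3.58 for Fbxw4 and 0.00994 for Fgf8. With the marker gate, Lbx1 was at 65.2, 110.0 and 106 CPM in Dup, Inv1 hindlimb and Inv1 forelimb, and the ratios were 0.367 for Fgf8 in Dup and 1.40 for Dpcd in the Inv1 forelimb. Own clusters at resolution 1 gave 41.9 CPM for Lbx1 in Dup, ratios of 0.290 for Fgf8 and 1.68 for the AER share, and a reversed median of −0.27 for AER genes other than FGFs. Own clusters without the locus genes at resolution 2 and at resolution 4 both gave 0.461 for Fgf8, 3.48 for the 6 genes of the study and a reversed −0.20 for AER genes other than FGFs in Dup. Without mixed AER cells these Dup values were 0.411 for Fgf8 and a reversed −0.44 for AER genes other than FGFs. The mean over cells gave 0.520 for Fgf8 in Dup, and CPM without ribosomal and haemoglobin genes gave Lbx1 at 280.1 and 269 CPM in Inv1 hindlimb and forelimb. Thinned shares were 44.0%, 50% and 46.2% for Lbx1 in the 3 mutants and 6.10% and 2.56% for Fgf8 in Inv1. With a list floor of 50 CPM, FGF/ERK feedback targets in mesenchyme were at −0.0599 in Dup, reversed to 0.18 in the Inv1 hindlimb and were at −0.50 in the Inv1 forelimb. With a pseudocount of 10 and a floor of 20 CPM, 2 and 5 of 10 AER genes named as higher and lower in Dup were named again, and 3 and 6 of 10 in Inv1. In mesenchyme these were 1 and 3 of 5 in Dup and 2 and 2 of 5 in Inv1, and in muscle 3 and 0 of 5 in Dup and 3 and 2 of 5 in Inv1.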

Other observations

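Imprinted genes were read in mesenchyme after several of them had been named by the size rule. Of 18, the interval of the ratio lay below 1 for 15 in Dup, 11 in the Inv1 hindlimb and 10 in the Inv1 forelimb and above 1 for 1, 4 and 4, but wild types differed as often, with 13 and 3 between the hindlimbs and 6 and 10 between the G4 limbs. Igf2, a fetal growth factor, was at 0.663 of wild type in Dup, 0.574 in the Inv1 hindlimb and 0.442 in the Inv1 forelimb. H19, the noncoding RNA next to it, was at 0.747 in Dup but at 3.69 and 2.45 times wild type in Inv1, while the G4 wild-type hindlimb was itself at 0.202 of the C57BL/6 one. Asb4 was at 0.544, 0.551 and 0.198, Peg3 at 0.589, 0.784 and 0.672, Peg10 at 0.458, 0.699 and 0.343 and Mest at 0.595, 1.17 and 1.01, while Nnat (0.944, 1.01 and 1.06), Ndn (0.867, 0.933 and 0.999) and Dlk1 (0.867, 1.08 and 1.17) were nearer to 1. These values hold for mesenchyme alone. In muscle, in the same order of pairs, Dlk1 was at 1.11, 2.10 and 15.8 and Peg3 at 1.25, 1.31 and 0.759 of wild type. Igf2 was lower in muscle too, at 0.586, 0.635 and 0.341. No explanation of any of these values was tested.

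In the tests that follow, those of free RNA, of wild-type cells, of Dpcd reads, of the mesenchyme level in G4 and of dropped genes were chosen only after the result was seen, while those of mixed cells and of a single X chromosome were set before their results were seen. Fbxw4 was almost lost in mesenchyme of Inv1 but not in AER cells, where its ratio to wild type was 1.34 in hindlimb (0.644 to 3.04) and, on 10 UMIs against 1, left wide open in forelimb (0.267 to 81.4). Free RNA from other cells is argued against, since the AER level was 150 times that in mesenchyme in hindlimb (81.4 to 288) and 77.0 times in forelimb (29.8 to 194). Wild-type cells among the AER cells are argued against as well, since the share of the wild-type level kept for Fgf8 was 0.00385 of that kept for Fbxw4 in hindlimb (0.00109 to 0.0118) and 0.00214 in forelimb (upper limit 0.0391). Reads of Dpcd, whose annotated end overlaps Fbxw4, are argued against, since Dpcd was at 1.00 and 0.923 times its mesenchyme level in these AER cells, so that the AER to mesenchyme ratio of Fbxw4 was 150 (59.9 to 402) and 83.4 (21.3 to 337) times that of Dpcd in hindlimb and forelimb. What stays open, and was not tested, is whether the part of Fbxw4 that is counted may still be transcribed in the AER after the inversion.

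The 10 genes named as lowest in Dup AER cells had a median log2 ratio of −1.59. A candidate source is the 4 wild-type AER cells with mesenchyme markers, which held 56.6% of the wild-type AER UMIs and could be doublets or mixed droplets. Without them the median was −0.37 (−0.64 to −0.06), but as the genes were chosen with these cells, the median alone decides nothing. The wild-type UMIs themselves lay mostly in these 4 cells for all of the genes but Cyp26b1. Outside them lay 2 of 50 Ebf1, 1 of 20 Hoxd11, 0 of 20 Gsc and 6 of 63 Lgals1 UMIs. For Nnat it was 19 of 134, for Crabp2 8 of 44, for Sfrp2 9 of 32 and for Limd2 11 of 46. For Cdkn1c it was 54 of 246 and for Cyp26b1 17 of 26. In G4 wild types, which had no part in the choice, all 10 were higher in mesenchyme than in AER cells of the hindlimb, with a median of 3.00 (percentile 100). In forelimb the median was 2.30 (1.89 to 2.71, percentile 100), or 2.05 with genes at 0 UMIs set to the floor. Gsc gave no order there, at 35.6 CPM in mesenchyme against 0 UMIs in AER cells. Both medians mark the genes as higher in mesenchyme, which this explanation needs. They do not show that the C57BL/6 wild-type AER cells were mixed. Cyp26b1 went from −1.87 to −2.32 without the mixed cells, so they are not shown to account for all of the pattern, and an effect of the duplication on these genes was not tested apart from this.

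The G4 and Inv1 libraries held far less RNA of Xist and of Y-linked genes than the C57BL/6 pair, though not none (Uty at 2.74 and 3.98 CPM in the G4 hindlimb and forelimb). Genes dropped from the deposited tables are argued against for Xist, Uty and Ddx3y, since these libraries held 37 Xist UMIs, against 18588 in the C57BL/6 pair, and 499 UMIs of Y-linked genes, but not for Kdm5d, which had 0. Embryos with a single X chromosome and no Y chromosome are a candidate explanation, and Kdm6a, Eif2s3x, Kdm5c and Ddx3x, which escape X inactivation, had mesenchyme medians of −0.39 in the Inv1 hindlimb (−0.47 to −0.33, percentile 1.75) and −0.53 in the G4 hindlimb (percentile 0.37) against C57BL/6 wild type. Only mesenchyme set them apart from matched random lists, since in muscle (percentiles 19.2 and 11.1) and dorso-ventral ectoderm (52.2 and 6.02) of these libraries the medians, though below 0, lay within the range of such lists. The Y-linked UMIs go against the absence of a Y unless they are reads of X-linked homologues, which was not tested, and as strain differs between the libraries compared, a single X and a strain difference cannot be told apart.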
